# Interaction of Wnt Signaling with BMP/Smad Signaling during the Transition from Cell Proliferation to Myogenic Differentiation in Mouse Myoblast-Derived Cells

**DOI:** 10.1155/2013/616294

**Published:** 2013-06-20

**Authors:** Kumiko Terada, Satomi Misao, Naoki Katase, Shin-ichiro Nishimatsu, Tsutomu Nohno

## Abstract

*Background.* Wnt signaling is involved in muscle formation through *β*-catenin-dependent or -independent pathways, but interactions with other signaling pathways including transforming growth factor *β*/Smad have not been precisely elucidated. *Results.* As Wnt4 stimulates myogenic differentiation by antagonizing myostatin (GDF8) activity, we examined the role of Wnt4 signaling during muscle differentiation in the C2C12 myoblast cell line. Among several extrinsic signaling molecules examined in a microarray analysis of C2C12 cells during the transition from cell proliferation to differentiation after mitogen deprivation, *bone morphogenetic protein 4 (BMP4)* expression was prominently increased. *Wnt4* overexpression had similar effects on *BMP4* expression. BMP4 was able to inhibit muscle differentiation when added to the culture medium. BMP4 and noggin had no effects on the cellular localization of *β*-catenin induced by Wnt3a; however, the BMP4-induced phosphorylation of Smad1/5/8 was enhanced by Wnt4, but not by Wnt3a. The BMP antagonist noggin effectively stimulated muscle differentiation through binding to endogenous BMPs, and the effect of noggin was enhanced by the presence of Wnt3a and Wnt4. *Conclusion.* These results suggest that BMP/Smad pathways are modified through Wnt signaling during the transition from progenitor cell proliferation to myogenic differentiation, although Wnt/*β*-catenin signaling is not modified with BMP/Smad signaling.

## 1. Background

The Wnt and transforming growth factor (TGF) β signaling pathways have gained attention as potential therapeutic targets for cancer treatment and research interests in regenerative medicine and stem cell biology, because these extrinsic signals are implicated in cell fate determination [1–4]. The signaling interaction between the Wnt family and the TGFβ superfamily during morphogenetic processes in most animal embryos has been debated by developmental biologists [2–5]. At an initial step of axial determination, bone morphogenetic proteins (BMPs), members of the transforming growth factor-β (TGF-β) superfamily, and Wnt family members have been recognized as key mediators involved in the formation of the dorsal/ventral axis and the anterior/posterior axis, in addition to the fibroblast growth factor family and the hedgehog family [5, 6]. BMPs are known to regulate the proliferation, differentiation, and apoptosis of various types of cells during embryonic development and postnatal turnover or regeneration. The formation of skeletal muscle from paraxial mesoderm is influenced by signals from the neural tube and the dorsal ectoderm, including Wnt4 and BMP4, and by the determination of myogenic cell fate by intrinsic factors including *MyoD* and *Myf5* [7, 8]. In adult skeletal muscle, satellite cells proliferate and differentiate during myotube turnover through signaling by Wnt family members [9, 10].

 Mesenchymal stem cells are known sources of osteogenic and myogenic progenitor cells. The Wnt and BMP signaling pathways play key roles in stem cell maintenance and adult tissue homeostasis and in the commitment of mesenchymal stem cells to osteogenic or myogenic progenitor cell fates [7, 8]. Myogenic cell fate is determined by intrinsic and extrinsic signals, and the role of Wnt4 in myostatin-regulated muscle formation has been debated because Wnt4 signaling is independent of β-catenin signaling [11–16]. Although the commitment of mesenchymal progenitor cells to myoblast fate is known to be modulated through TGFβ superfamily members including myostatin, the role of Wnt signaling was only evaluated in a preliminary fashion with respect to signaling interactions [7–9].

Mouse myoblast-derived C2C12 cells can differentiate into myotubes under reduced mitogen conditions with low serum concentration. We used microarray analysis to determine the expression profile of C2C12 cells during myoblast differentiation. *BMP4* expression is upregulated after *Wnt4* overexpression and mitogen deprivation in C2C12 myoblast cells. We examined possible interactions between Wnt4 and BMP4 with respect to myogenic differentiation and found that BMP4/Smad signaling was affected by Wnt signaling during differentiation of myogenic progenitor cells.

## 2. Results

### 2.1. Wnt4-Overexpressing Cell Lines from C2C12 and Transcriptome Analysis

Mouse mesenchymal myogenic progenitor C2C12 cells can differentiate into myotubes after serum starvation under low-serum conditions. When a plasmid construct expressing *Wnt4* under control of the CMV promoter-enhancer was used to transfect C2C12 cells, we obtained several cell lines stably expressing *Wnt4* from the transfectants after several passages in the selection medium. Three cell lines named W4-02, W4-03, and W4-08, out of 14 candidate cell lines, were used for further studies. All of these cell lines showed a reduced rate of proliferation in rich medium, down to about half of the rate of the parental C2C12 cells. Although the expression level of Wnt4 protein was not high enough to be detected with anti-V5 antibodies, we detected *Wnt4* mRNA in these cell lines by reverse transcription PCR with Wnt4 primers (data not shown). When cultured in the proliferation medium and the differentiation medium containing 10% fetal bovine serum and 2% horse serum, respectively, these cells were able to differentiate spontaneously, as indicated by myosin heavy chain expression (MyHC) and a reduced number of cells (Figure 1). The parental C2C12 cells expressed MyHC very infrequently and proliferated more rapidly than the *Wnt4*-expressing cells.

When the total gene expression pattern was analyzed by hybridization with a mouse 24k cDNA microarray for transcriptome analysis, we found that the expression of the target genes involved in cell differentiation increased significantly during myoblast differentiation after the transition to the low-mitogen condition and *Wnt4* overexpression. 

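RNA of C2C12 cells, a mouse myoblast line that stops dividing and fuses into myotubes when serum is lowered, was measured on 3 arrays, 1 per condition. C2C12-PR was the parental line after 2 days in proliferation medium with 10% fetal bovine serum, and C2C12-DF was the parental line after 2 days in differentiation medium with 2% horse serum. C2C12-W4-08 was a stable transfectant that expresses Wnt4, kept in the proliferation medium for the same time. The methods name Isogen for the RNA extraction, whereas the sample labels name the miRNeasy Mini Kit. Amplified RNA carried a single dye, so each array gave an absolute signal at 23473 mouse probes. The scanner files give spot intensities that were neither background-subtracted nor scaled, and the authors also deposited a table of processed signals of the same arrays. From each spot the mean of 1750 blank spots was subtracted, and a probe was taken as not detected where its spot lay below that mean plus 2 SD, after the rule in the notes of Supplementary 1. The blank spots were chosen as the background by comparing the scanner values with the deposited table, since the notes do not say which spots the rule used. Signals were then scaled so that the median ratio to C2C12-PR over the probes detected on both arrays was 1, and the median signal of C2C12-PR was set to 25. Of the probes, 16859 (71.8%) were detected in C2C12-PR, 17454 (74.4%) in C2C12-DF and 21783 (92.8%) in C2C12-W4-08, where the blank spots were dimmer. The blank spots averaged 4.38 scanner units there, against 20.4 in C2C12-PR and 17.9 in C2C12-DF. Where a probe was detected on a single array of a pair, the ratio is given as a bound against the lowest signal detected on the other array, 2.72 in C2C12-PR, 2.35 in C2C12-DF and 0.697 in C2C12-W4-08. In the deposited table each array has its own median at 25, which places the median ratio of all probes at a log2 value of 0.14 in C2C12-DF and 0.57 in C2C12-W4-08, and every ratio here is relative to the median probe. Where undetected signals are instead set to the lowest detected one of their array, called no detection rule here, the median ratio of all probes is -0.21 and -0.17. A probe undetected on both arrays then takes the ratio of these lowest signals. The ratio also varied with position, as the medians of the 48 print blocks ran from -0.77 to 0.50 on the log2 scale in C2C12-W4-08 and from -0.30 to 0.23 in C2C12-DF. All values are without replicates, so no test was made, the number of arrays limits the precision, and a ratio of at least 2 is a mark of size. The C2C12-W4-08 array came from a separate array order, so that order and condition cannot be told apart. C2C12-W4-08 is also a single transfected line selected in blasticidin, set against the untransfected parental line. Effects of cloning and selection therefore cannot be told apart from those of Wnt4.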

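Genes of the contractile apparatus were far higher in C2C12-DF than in C2C12-PR, and genes of DNA replication and mitosis were lower. Of 27 genes of sarcomere and contractile proteins detected on both arrays, 22 were at least 2-fold higher in C2C12-DF and none was 2-fold lower, with a median log2 ratio of 3.90. Another 6 were not detected in C2C12-PR and were at least 2-fold higher as bounds, and with bounds included the median was 3.37. In C2C12-W4-08 none of the 27 compared was 2-fold higher and 6 were 2-fold lower, with a median of -0.55, which is 0.021 in the deposited table without scaling. The largest ratios in C2C12-DF among probes detected on both arrays included those of the muscle genes Ankrd2, a titin-binding ankyrin repeat protein, at 6.46 on the log2 scale, the light chain gene Myl4 at 6.43, Mybph at 6.16 and the fast myosin heavy chain gene Myh4 at 6.01. The skeletal actin gene Acta1 had a signal of 131 in C2C12-PR, 6099 in C2C12-DF and 163 in C2C12-W4-08, and the slow troponin C gene Tnnc1 had 62.5, 3821 and 86.9. Of 24 genes of muscle excitation, calcium handling and energy metabolism, 14 were 2-fold higher in C2C12-DF and none was lower (median 1.21), with myoglobin, Mb, at 4.89. In C2C12-W4-08 the count was 1 higher and 3 lower (median -0.36, or 0.32 in the unscaled table), and of the lower ones Cacna1s was at the lowest detected signal there and turns to 0.14 after normexp. Ckm and Cox6a2 of this list were not detected in C2C12-PR and were at least 2-fold higher as bounds in both conditions, and the creatine kinase gene Ckm, singled out after its value was seen, had bounds of 5.93 on the log2 scale in C2C12-DF and 1.11 in C2C12-W4-08. Of 16 genes of myoblast adhesion and fusion, 7 were 2-fold higher and 1 was lower in C2C12-DF (median 0.68), with Cav3 higher as a bound, and in C2C12-W4-08 1 was higher and 7 were lower (median -0.53, or 0.12 in the unscaled table). The fusion gene myomaker, carried on the array as 1110002H13Rik, had a log2 ratio of 4.29 in C2C12-DF and -1.10 in C2C12-W4-08, and M-cadherin, Cdh15, had 0.72 and -2.91. All 41 genes of DNA replication lay below the median probe in C2C12-DF, 22 of them by at least 2-fold, with a median of -1.06. All 40 genes of mitosis did so as well, 27 of them by at least 2-fold, with a median of -1.12 and the cyclin gene Ccna2 at -1.41. In C2C12-W4-08, 4 replication genes were 2-fold lower, of which Cdc6 and Cdc45l turn to 1.02 and 0.31 with the local background, and none was higher (median -0.18, but 0.17 with the local background subtracted and 0.35 in the unscaled table), and of 41 mitosis genes 5 were lower and 1 was higher (median -0.43, or 0.089 in the unscaled table). Against 10000 random lists of the same size and brightness, the C2C12-DF medians of the sarcomere, excitation and fusion lists stood above every random list and those of replication and mitosis below every one. The C2C12-W4-08 medians stood at percentiles 0.03, 1.29, 0.47, 6 and 0.04 in the same order.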

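Wnt4 itself, which checks the labels, was not detected in C2C12-PR and had a signal of 115 in the stable transfectant C2C12-W4-08, at least 42.2-fold higher. Bmp4, which encodes a secreted ligand of the BMP receptors (probe M200002432), had a signal of 6.44 in C2C12-PR and 24.8 in C2C12-W4-08, a log2 ratio of 1.95. That ratio stood at percentile 98.5 among probes of like brightness. Of the genes for the myogenic regulatory factors, which switch on muscle transcription, Myf5 had a signal of 60.9 in C2C12-PR and 117 in C2C12-W4-08, a log2 ratio of 0.94. Myod1 had 207 in C2C12-PR and 74.4 in C2C12-W4-08, a log2 ratio of -1.47. Myf6, the gene of the factor also called MRF4, had 3.14 and 3.28, a log2 ratio of 0.066 close to the lowest signal that could be detected. The Bmp4 ratio is 0.55 with a normexp background correction, which subtracts the local background of each spot and adds an offset of 50, and the Myf5 ratio is 0.44 once each print block is centred.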

Besides intrinsic signals related to myogenic differentiation, such as *MyoD1*, *myf5*, and *mrf4*, *BMP4* expression was elevated after *Wnt4* overexpression. 

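Genes that moved the same way in both conditions include Gadd45a, a stress-induced regulator of the cell cycle, at log2 ratios to C2C12-PR of 1.74 in C2C12-DF and 2.22 in C2C12-W4-08, and the moesin gene Msn at -1.52 and -1.86. The imprinted transcript H19 was 1.55 in C2C12-DF and -2.93 in C2C12-W4-08, and the muscle genes Actn3, Tmod1 and Atp2a1 also ran in opposite directions, at 1.49, 2.14 and 2.75 in C2C12-DF and -3.12, -3.15 and -2.00 in C2C12-W4-08. Trib3 and Cth, genes of the response to amino acid shortage and of cysteine synthesis, ran the other way, at -1.17 and -2.32 in C2C12-DF and 2.97 and 3.91 in C2C12-W4-08. Against C2C12-PR, 782 probes were at least 2-fold higher and 722 at least 2-fold lower in C2C12-DF, of 15918 detected on both arrays. In C2C12-W4-08, 1426 were higher and 1843 lower, of 16682. Over the 15869 probes detected on all 3 arrays, 191 were 2-fold higher in both conditions, where independent lists of these sizes would share 68.4, and 181 were 2-fold lower in both, where independent lists would share 68.6. Probes higher in C2C12-DF and lower in C2C12-W4-08 numbered 117 against 74.3, and those lower in C2C12-DF and higher in C2C12-W4-08 numbered 26 against 63.3. With a signal of at least 20 on both arrays of a pair, the 4 counts were 29, 54, 37 and 8, so most joint probes are dim. There more were higher in C2C12-DF and lower in C2C12-W4-08 than higher in both. The higher and lower counts in both were 13 and 123 after normexp and 573 and 106 in the unscaled table. The share of independent lists was not computed for these settings. Both comparisons share the C2C12-PR array, so their ratios are related without any effect. Unchanged arrays simulated with the spread of identical control spots gave no joint probe, and with the spread of the blank spots added they gave 13.6 higher and 20.3 lower in both on average. With the whole spread of the ratios taken as normal noise they gave 327 and 327, more than observed. The real ratios need not follow a normal curve, so these counts cannot be set directly against those observed. Across probes, which are not independent replicates, the log2 ratios had a Pearson correlation of 0.217, a Spearman correlation of 0.273 and a covariance of 0.120, whereas the 3 simulations gave, in the same order, covariances of 0.0215, 0.0554 and 0.215 and Pearson correlations of 0.440, 0.532 and 0.389, all above the observed correlation. With a single C2C12-PR array the controls could not be split, so how much of the excess comes from the shared array is not known. The share of higher probes among those past 2-fold was 52.0% in C2C12-DF and 43.6% in C2C12-W4-08. It was 33.6% and 18.7% after normexp, and 70.5% and 85.1% in the unscaled table. With undetected signals set to the lowest detected one it was 23.3% in C2C12-W4-08, where that lowest signal lies below the one of C2C12-PR.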

Clustering analysis between C2C12 in proliferation medium (C2C12-PR) and C2C12 in differentiation medium (C2C12-DF) or W4-08 in proliferation medium (C2C12-W4-08) showed that thousands of genes were commonly upregulated or downregulated (Figure 2). 

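Myog, the gene of myogenin, which drives the terminal step of muscle differentiation, had a signal of 46.5 in C2C12-PR, 961 in C2C12-DF and 24.0 in C2C12-W4-08. Its log2 ratio to C2C12-PR was 4.37 in C2C12-DF and -0.95 in C2C12-W4-08. Myf5, which acts at the commitment of myoblasts, had a signal of 81.8 in C2C12-DF, a log2 ratio of 0.43, which is smaller than its ratio in C2C12-W4-08. Of 11 myogenic transcription factors compared in C2C12-DF, Myog alone was 2-fold higher and none was 2-fold lower, with a median of -0.099 that turns positive under some settings (0.029 after normexp, 0.13 with the local background). In C2C12-W4-08 none of the 11 was 2-fold higher and 5 were 2-fold lower, with a median of -0.95 that stayed negative under every setting run and came to -0.16 after normexp. The lower ones include Six4 at -1.32 and Pax7, a marker of satellite cells, at -3.21. Pax7 was near the lowest detected signal in C2C12-W4-08, and its ratio is 0.094 after normexp. Mef2a, which acts together with the myogenic factors, had 0.70 in C2C12-DF and -0.76 in C2C12-W4-08. The median of this list stood at percentile 39.1 of the random lists in C2C12-DF and 0.07 in C2C12-W4-08.

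**Figure D1:**
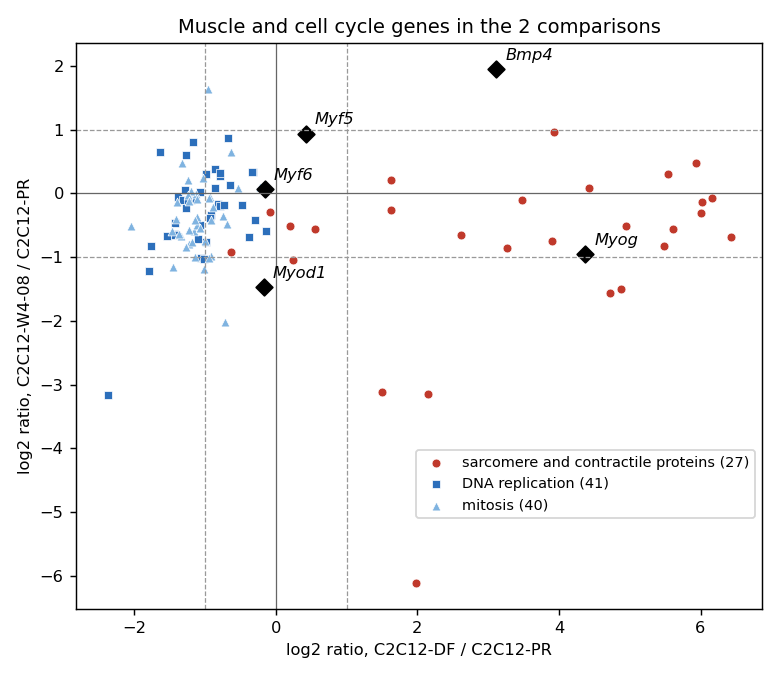
Log2 ratio to C2C12-PR in C2C12-DF (horizontal axis) and in C2C12-W4-08 (vertical axis) for the genes of 3 lists, with 5 named genes as black diamonds; each point is 1 gene on 1 array per condition, and dashed lines mark 2-fold. The sarcomere genes spread to the right, up to 6.43 for Myl4, and 22 of the 27 lie below 0 on the vertical axis, whereas all 41 replication and 40 mitosis genes lie left of 0.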

The *myogenin* gene was upregulated in C2C12-DF, whereas the *Myf5* gene was upregulated in C2C12-W4-08, suggesting that serum starvation-induced myogenic differentiation and Wnt4-induced myogenic differentiation use overlapping but not identical signaling pathways. In *Wnt4*-expressing cells, 1477 differentiation-induced genes were also upregulated (Figure 2), including *Postn*, *Kif7*, *Kitl*, *Il2ra*, *Wnt4*, *Bmp4*, *Dcn*, *Cox6a2*, *Nov*, *Ogn*, and *Aspn* (See Supplementary 1 in the Supplementary Material available online at http://dx.doi.org/10.1155/2013/616294). On the other hand, 1834 differentiation-reduced genes were also downregulated in *Wnt4*-expressing cells (Figure 2), including *Mrpplf4*, *Jam4*, *Prkch*, *Nefl*, *Art3*, *Lrrn6c*, *Dlx3*, *Cd83*, *Ntsr2*, *Osbp2*, *Kpna4*, *E2f8*, and *Cck* (Supplementary 1). Among these upregulated genes, BMP4 is known to act as an extrinsic factor through autocrine or paracrine mechanisms to regulate cell differentiation through transmembrane receptors [17], and its elevated expression suggests the involvement of BMP signaling during myogenic differentiation. 

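Most of these genes encode secreted or matrix proteins, and all 8 that were detected on all 3 arrays were at least 2-fold higher in both C2C12-DF and C2C12-W4-08. Of the small leucine-rich proteoglycan genes, 3 were among them, with Dcn at log2 ratios of 4.63 in C2C12-DF and 2.20 in C2C12-W4-08, Ogn at 2.70 and 2.12, and Aspn at 2.18 and 2.62. Others of that family were not 2-fold higher in both, with Bgn at 1.29 and -1.61, Lum at 0.25 and -3.61, where it was at the lowest detected signal of C2C12-W4-08, and Omd at 0.56 and 0.40. Nov, a matricellular protein of the CCN family, was at 3.82 and 2.83. Postn, the gene of periostin, and Kitl, the gene of stem cell factor, stood higher in C2C12-W4-08, at 3.97 and 3.38 against 1.88 and 1.42 in C2C12-DF. Kif7, a kinesin of the Hedgehog pathway, had a signal of 32.8 in C2C12-PR, 126 in C2C12-DF and 1373 in C2C12-W4-08, the largest ratio of that comparison among probes with a gene name, detected on both arrays, and with a signal of at least 100 on 1 of them. The bound for Wnt4 is larger. A second Kif7 probe was detected only in C2C12-W4-08, at 1.13, below the lowest signal detectable in C2C12-PR, so it gives no ratio, and in the deposited table scaled to the median probe its log2 ratio is -1.52, so that the probes disagree. Not detected in C2C12-PR were Wnt4, Il2ra, the gene of an interleukin 2 receptor chain, and Cox6a2, a muscle subunit of cytochrome c oxidase. In C2C12-DF their signals were 4.63, 4.18 and 14.7, at least 1.70-fold, 1.53-fold and 5.39-fold higher. In C2C12-W4-08 the bounds were 6.90-fold for Il2ra and 3.26-fold for Cox6a2. Other genes with large ratios in both were Adamts5, a protease of the matrix, at 3.33 and 1.58, and Cox8b, another muscle form of a cytochrome c oxidase subunit, at 4.63 and 1.14. The gene carried on the array as 2010107H07Rik was at 2.08 and 1.48, but its C2C12-W4-08 ratio is -0.48 after normexp and -0.63 with the local background.

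**Figure D2:**
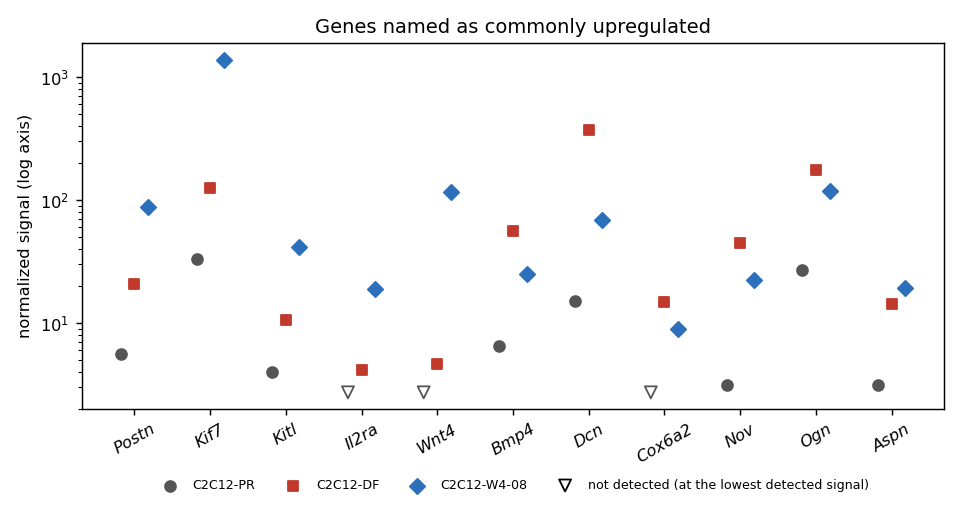
Normalized signals on a log axis of the 11 genes in C2C12-PR, C2C12-DF and C2C12-W4-08, 1 array each; open triangles mark probes not detected, drawn at the lowest signal detected on that array. The C2C12-PR signals lie lowest for every gene, and Kif7 rises from 32.8 there to 1373 in C2C12-W4-08.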

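Of the 11 of these genes that were detected on all 3 arrays, 10 were at least 2-fold lower in C2C12-DF and all 11 were so in C2C12-W4-08. Mrpplf4, a gene of the proliferin family of prolactin-like hormones, had a signal of 1742 in C2C12-PR and log2 ratios of -4.55 in C2C12-DF and -5.30 in C2C12-W4-08. Its relative Plf2 was at -4.63 and -5.28, and probes of such similar genes can cross-hybridize. Nefl, the gene of the light neurofilament protein, was at -2.42 and -3.07, and Cck, the gene of the peptide hormone cholecystokinin, at -2.22 and -2.12. E2f8, a transcription factor of the cell cycle, was at -2.38 and -3.16, and Kpna4, a nuclear import receptor, at -2.32 and -2.05. Jam4, Art3, Osbp2, Dlx3 and Lrrn6c stood lower in C2C12-W4-08, at -4.36, -4.05, -3.63, -3.70 and -3.74, than in C2C12-DF, at -2.18, -1.75, -1.79, -1.41 and -1.22. Cd83, a surface protein of immune cells, had a signal of 6.02 in C2C12-PR and a ratio of -0.88 in C2C12-DF, short of 2-fold, and -3.11 in C2C12-W4-08. Prkch, a protein kinase C gene, and Ntsr2, a neurotensin receptor gene, were detected only in C2C12-PR, at 4.37 and 3.14. They were at least 1.86-fold and 1.33-fold lower in C2C12-DF and at least 6.28-fold and 4.50-fold lower in C2C12-W4-08. The Ntsr2 signal lies close to the lowest detected in C2C12-PR, 2.72, so its bounds give no firm direction. Further genes with low ratios in both were the receptor gene Gprc5a at -2.26 and -1.76 and the actin-bundling gene Fscn1 at -1.55 and -1.50. Dim probes are less certain, and the Cd83 ratio in C2C12-W4-08 is 0.0031 after normexp.

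**Figure D3:**
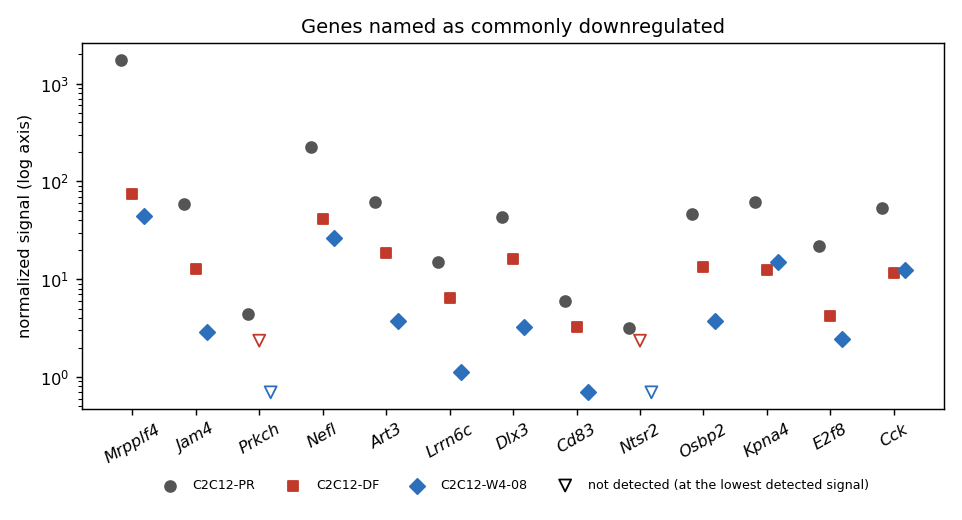
Normalized signals on a log axis of the 13 genes in C2C12-PR, C2C12-DF and C2C12-W4-08, 1 array each; open triangles mark probes not detected, drawn at the lowest signal detected on that array. The C2C12-PR signals lie highest for every gene, as 1742 for Mrpplf4 against 74.5 in C2C12-DF and 44.2 in C2C12-W4-08.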

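Bmp4 had a signal of 55.8 in C2C12-DF, a log2 ratio of 3.12 to C2C12-PR, at percentile 99.7 among probes of like brightness. The ratio is 1.02 after normexp. Genes that BMP signaling through Smad1/5 is known to induce lay below the median probe in C2C12-DF for 11 of 16, with 4 at least 2-fold lower, 1 higher and Msx2 lower as a bound. Their median was -0.56, at percentile 0.02 of random lists, or -0.39 with each print block centred, where it stood at percentile 0.540. Over the members with a signal of at least 100, which were Id1, Id2, Id3, Junb and Tob1, it was -1.58. That is the value of Id1, and of these members Junb and Tob1 were higher, at 0.83 and 0.69. The Id genes, which encode inhibitors of myogenic factors, were lower, with Id1 at -1.58, Id2 at -2.80 and Id3 at -1.60. In C2C12-W4-08, 5 of 17 were 2-fold lower and 1 was higher, with a median of -0.20, or 0.36 in the unscaled table. There Id1 was at -0.42, Id3 at 0.66, the inhibitory Smad7 at 1.13 and the homeobox gene Msx1 at -2.21. Of 17 receptors and Smads of the BMP and TGFβ pathways, Tgfbr2 alone was 2-fold higher in C2C12-DF, at 1.82, and none was lower. In C2C12-W4-08 1 of 19 was higher and 2 were lower, Tgfbr1 and Smad9, both at the lowest detected signal of that array and at 0.0050 and 0.071 after normexp, so they give no direction. The medians of these receptors and Smads were 0.018 and 0.064, and both change sign under some settings, as with block centring (-0.011 and -0.19). Of BMP antagonists, none of 9 differed 2-fold in C2C12-DF (median -0.12, or 0.22 with the local background), and 3 of 10 were lower in C2C12-W4-08 (median -0.38, or 0.23 with the local background), among them Nbl1 at -1.77 and Twsg1, which turns to 0.22 with the local background. The follistatin gene Fst, singled out after its value was seen, was not detected in C2C12-PR and had a log2 ratio of at least 3.84 in C2C12-DF. Sost was lower as a bound in C2C12-W4-08, but its C2C12-PR signal was 3.55, near the lowest detected there, so it gives no direction. From the elevated expression of BMP4, a factor known to act through transmembrane receptors, the paper proposes that BMP signaling takes part in myogenic differentiation. Its further evidence comes from added BMP4 and noggin proteins and from staining for phospho-Smad1/5, which the arrays do not measure. C2C12-DF and C2C12-PR also differ in serum, and the target genes were not tested apart from that difference.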

We therefore evaluated the effects of BMP4 protein on C2C12 differentiation.

### 2.2. Effects of BMP4 and Noggin on Myogenic Differentiation

When recombinant BMP4 protein was added to the culture medium, it had negative effects on the myogenic differentiation of progenitor cells, indicated by troponin T expression (Figure 3), as previously observed with myostatin, TGFβ, and BMP2 [18–20]. We used troponin T expression instead of MyHC expression hereafter because troponin T is expressed much earlier than MyHC in C2C12 cells even in the proliferation medium. The inhibitory effects of BMP4 addition to the culture medium on myogenic differentiation were blocked by noggin, and noggin itself promoted the differentiation of C2C12 cells (Figure 3). Smad1/5 phosphorylation induced by BMP4 was also inhibited by noggin, indicating an antagonistic activity of noggin at the level of BMP4 binding to the receptor complex (Figure 4). BMP4 showed negative effects on C2C12 differentiation, as indicated by the number of troponin T-expressing cells and of cells fusing to form multinuclear myotubes (Figure 3). The addition of noggin affected cell shape and promoted cell proliferation and differentiation, possibly by counteracting the effects of endogenous BMPs.

### 2.3. Wnt3a and Wnt4 Affect BMP4-Dependent Smad Signaling

The effects of BMP4 and noggin on phospho-Smad1/5 expression were examined in the presence or absence of Wnt3a and Wnt4. Wnt3a either synergizes with or opposes the effects of Wnt4 on myogenic differentiation, depending on the C2C12 cellular context (Figures 5 and 6). When BMP4 was added in combination with Wnt3a and/or Wnt4, C2C12 differentiation into troponin T-expressing cells in the proliferation medium was markedly inhibited, and the inhibitory effects were most evident in the presence of Wnt3a and Wnt4 (Figure 5). On the other hand, noggin stimulated myogenic differentiation, as indicated by enhanced expression of troponin T (Figure 6). The stimulatory effects on troponin T expression were most remarkable in the presence of Wnt3a and Wnt4 (Figure 6). Thus, the Wnt family members modulated myogenic differentiation through a positive influence on BMP4/Smad signaling (Figure 4). The effects of BMP4 on phospho-Smad1/5 expression were modified by Wnt4 but not by Wnt3a (Figure 4), although Wnt3a and Wnt4 both effectively stimulated basal and endogenous Smad1/5 signaling in C2C12 cells (Figure 4).

### 2.4. Wnt3a-Induced β-Catenin Localization Is Not Influenced by BMP4 and Noggin

Here, we used recombinant adenoviruses expressing *Wnt3a* and *Wnt4* instead of the recombinant proteins, because the subcellular localization and detection of β-catenin were much easier with a low but uniform expression of *Wnt* genes in the target cells [16]. As shown in previous reports, *Wnt3a* overexpression resulted in elevated proliferation rates in myoblast cells while preventing myogenic differentiation accompanying nuclear localization of β-catenin, whereas *Wnt4* overexpression counteracted the effects of *Wnt3a*, resulting in reduced rates of proliferation and enhanced differentiation [16]. To observe the effects of BMP/Smad signaling on Wnt/β-catenin signaling, we used adenovirus-mediated expression of *Wnt3a* and *Wnt4*, since viral expression of the *Wnt* genes resulted in consistent elevation of β-catenin signaling (Figure 7). When *Wnt3a* was overexpressed in C2C12 cells, troponin T expression was significantly enhanced compared to control cells expressing *eGFP* instead of *Wnt* (Figure 6). On the contrary, *Wnt4* expression showed minor effect on myogenic differentiation, as indicated by the increased number of troponin T-expressing cells and of cells fusing to form multinuclear myotubes (Figure 6). When BMP4 and noggin were added to the culture medium after overexpression of *Wnt3a* and *Wnt4* with adenovirus vectors, β-catenin signals in C2C12 cells were not affected (Figure 7), indicating that Wnt/β-catenin signaling was not affected or modified by BMP/Smad signaling.

## 3. Discussion

We established *Wnt4*-expressing cells from C2C12 cells after transfection of an expression construct followed by clonal selection. These cells spontaneously differentiated to form myotubes, characterized by troponin T and myosin heavy chain expression, even in serum-rich medium. The growth rate of the *Wnt4*-expressing cells decreased to about half of that of the original cells in proliferation medium, because the *Wnt4*-overexpressing cells had a tendency to spontaneously differentiate. Thus, the *Wnt4*-overexpressing cells had the unique phenotype of expressing myosin heavy chain even in the mitogen-containing proliferation medium, in contrast to the previously observed phenotype of C2C12 cells overexpressing *Wnt3a* [21]. *Wnt4* overexpression appears to override or dominate the regulation of the C2C12 phenotypes in the proliferation and differentiation states.

*Wnt3a* overexpression is known to counteract the BMP2-induced inhibition of myotube formation in C2C12 cells switched to low-serum medium, and BMP2-induced* Id1* expression was decreased in *Wnt3a*-expressing cells but not in *Wnt5a*-expressing cells [21]. BMP2 and BMP4 have identical activity in binding BMP receptors and activate Smad1/5/8 in C2C12 cells [22], although the induction of differentiation after *Wnt4* expression or mitogen deprivation elevated *BMP4* but not *BMP2* expression. 

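On the arrays Bmp2 was close to the lowest signal that could be detected, at 3.14 in C2C12-PR, 2.35 in C2C12-DF and 2.42 in C2C12-W4-08. Its log2 ratio to C2C12-PR was -0.42 in C2C12-DF and -0.37 in C2C12-W4-08, the latter turning to 0.35 after loess and 0.39 in the deposited table scaled to the median probe. Of 15 ligands of the BMP, GDF, TGFβ and activin families compared in C2C12-DF, 2 were at least 2-fold higher, Bmp4 and Tgfb3, the latter at 1.48, and none was lower apart from Bmp8a as a bound. The median of these ligands was 0.18. With undetected signals set to the lowest detected one it was -0.21, which is the ratio of the lowest signals of the 2 arrays. In C2C12-W4-08, 3 of 18 were 2-fold higher and 4 were lower, with a median of -0.44, or 0.0017 after normexp. Bmp5 was among the higher ones, at 1.69, and Tgfb1 and Gdf11 were among the lower ones, at -1.25 and -1.66. Another of the lower ones, Bmp8b, gives no direction, as its ratio is that of the lowest detected signals of the 2 arrays and turns to 0.15 after normexp.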

Signaling interaction with Wnt family members resulted in different but overlapping consequences, depending on activation of the canonical or the noncanonical Wnt pathway [23–25].

Wnt4 was shown to counteract the effect of myostatin on myogenic differentiation either upstream or downstream of the Smad2/3 pathways [8, 11, 12, 15], whereas elevated levels of BMP2/4 resulted in Smad1/5/8 activation and regulated the transition of progenitor cells from a myogenic to an osteogenic cell fate [22, 24, 26]. Signal crosstalk between BMP/Smad and Wnt/β-catenin is partially implicated in the commitment of myogenic progenitor cells to the formation of myotubes; a functional interaction between the BMP and Wnt families is known in paraxial mesoderm differentiation and cell fate determination during early embryogenesis [3, 5]. Wnt3a-dependent subcellular localization of β-catenin plays a role in progenitor cell proliferation as one of the determinants of myogenic cell fate, independent of BMP and noggin [23, 27]. However, Wnt4 modified BMP4-dependent Smad1/5 phosphorylation, suggesting that noncanonical Wnt signaling plays a role in BMP2/4-dependent signaling during myogenic differentiation, and functional Notch signaling may be implicated in this process [28]. However, discrepancy on Smad1/5 phosphorylation after *Wnt3a* and *Wnt4* expression is not simply interpreted at present in terms of BMP4-induced Smad1/5 phosphorylation, suggesting indirect interaction between BMP/Smad signaling and Wnt signaling. Although calcium signaling is crucial in myoblast differentiation, there is no evidence in C2C12 cells whether noncanonical Wnt4 plays a role in calcium signaling as known for Wnt5a [1–3]. 

Noggin is a BMP-binding protein that antagonizes Smad1/5/8 phosphorylation at the transmembrane receptor complexes and can stimulate muscle differentiation through antagonism of endogenous BMPs. This effect of noggin was enhanced in the presence of Wnt3a and Wnt4. Since the Wnt/β-catenin pathway was not modified by BMP/Smad signaling during the transition from progenitor cell proliferation to myogenic differentiation, direct signal crosstalk is unlikely and probably independently regulated. BMP4/Smad signaling is presumed to counteract Wnt4-promoted myogenic differentiation. However, a positive correlation was found between noncanonical Wnt4 signaling and BMP4-induced Smad1/5 phosphorylation. Wnt4 was shown to counteract Wnt3a in myoblast differentiation [16], and Wnt4, but not Wnt3a, potentiated BMP4-dependent Smad1/5 phosphorylation, suggesting that noncanonical Wnt4 signaling is involved in myogenic differentiation in concert with Wnt3a/β-catenin.

## 4. Conclusions

 Wnt/β-catenin signaling is involved in various aspects of skeletal muscle development and regeneration [7–9]. The characterization of signaling interactions provides insights for the development of therapeutics for regenerative medicine based on the fundamental cascades during myogenic proliferation and differentiation. Our results suggest that noncanonical Wnt signaling interacts with BMP signaling through the regulation of Smad1/5 phosphorylation and acts in addition to Wnt/β-catenin signaling in myogenic turnover.

## 5. Methods

### 5.1. Cell Culture and Cloning of Wnt4-Expressing Transfectants

The C2C12 cell line (myoblast-like cell line from the C3H mouse) was purchased from the RIKEN Cell Bank (RIKEN, Wako, Japan) and cultured in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum (FBS, Nichirei Corp., Tokyo). After 12 to 24 h of subculture, cells were transfected with an expression vector bearing V5-tagged *Wnt4* cDNA (P_CMV_-Wnt4-V5-P_PGK_-blasticidin-SV40pA). Transfected C2C12 cells were cultured in DMEM containing 10% FBS and blasticidin (Life Technologies Co.). Fourteen clones were selected and about half of them were used for further analysis. *Wnt4*-expressing stable transfectants were obtained after serial passages in selection medium containing blasticidin for 4 to 5 weeks.

### 5.2. Expression Analysis

Transcriptome analysis was carried out using total RNA extracted from C2C12 cells under proliferation or differentiation conditions, and the results were compared between parental and *Wnt4*-expressing C2C12-derived cells. Cells were grown either in proliferation medium containing 10% FBS in DMEM or in differentiation medium containing 2% horse serum (Sigma-Aldrich) in DMEM and cultured for two days in 100 mm diameter dishes. Total RNA was extracted from cultured cells using Isogen (Nippon Gene Co., Tokyo, Japan) according to the manufacturer's instructions. Expression profiles were examined under the following conditions: C2C12 proliferating in rich medium; C2C12 differentiating in poor medium; *Wnt4*-overexpressing C2C12 cell line proliferating in rich medium. Labeling, hybridization, scanning, and data processing were carried out with Toray 3D Gene (Toray Industries, Inc., Tokyo). Minimum information about a microarray experiment-(MIAME-) compliant array data including raw data is deposited in the Gene Expression Omnibus (GEO) at NCBI with accession number GSE40456.

### 5.3. Recombinant Virus Preparation and Treatment

Adenoviruses carrying Wnt cDNAs were prepared using the ViraPower Adenovirus Expression System (Life Technologies Co.), and recombinant adenoviruses expressing *Wnt3a*, *Wnt4, *and *eGFP* cDNAs were constructed as described previously [16]. In brief, 293A cells were used to propagate recombinant adenovirus until the viral titer reached about 10^9^ pfu/mL. C2C12 cells were infected with a multiplicity of infection (MOI) of 400 because of poor infection efficiency in C2C12 cells. Recombinant Wnt3a, Wnt4, and noggin Fc chimera were obtained from R&D Systems through Cosmo Bio Co., Ltd. (Tokyo, Japan), recombinant BMP4 was obtained from HumanZyme (Chicago, IL, USA), and the recombinant proteins were used according to the manufacturers' recommendations. An adenovirus vector expressing eGFP was used as a negative control for virally mediated transgene expression, and green fluorescence was monitored to estimate transgene expression.

### 5.4. Immunofluorescence Detection

Cells were fixed in phosphate-buffered saline (PBS) containing 4% paraformaldehyde. After three washes with PBS, cells were immunohistochemically stained as previously described [16], using anti-fast myosin heavy chain (M4276, Sigma-Aldrich, Saint Louis, MO, USA), anti-slow myosin heavy chain (M8421, Sigma-Aldrich), anti-troponin T (MAB1487, clone TT-98, Abnova, Walnut, CA, USA), anti-β-catenin (C2206, Sigma-Aldrich), anti-phospho-Smad1/5, and anti-phospho- (Ser10) histone H3 (382159, Calbiochem, Millipore) antibodies at 1 : 100, 1 : 200, 1 : 40, 1 : 200, 1 : 1000, and 1 : 500 dilutions, respectively. After washing, cells were incubated with a 1 : 250 dilution of secondary Alexa Fluor 594- or 488-conjugated goat anti-mouse or anti-rabbit IgG antibodies (A11032, A11037, A11029, Molecular Probes, Invitrogen, Carlsbad, CA, USA). Cell nuclei were stained with 1 *μ*g/mL 4′, 6′-diamino-2-phenylindole solution (DAPI, Dojindo, Kumamoto, Japan). Fluorescent images were taken using an All-in-One Fluorescence Microscope BZ-9000 (Keyence, Osaka, Japan). Statistical significance of the immunostained cell number was evaluated with Student's *t*-test.

## Supplementary Material

Expression profiles after clustering analysis for mouse whole transcripts. 

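Supplementary 1 lists the array values of the 3 conditions and the genes that differ between them. Its notes say that the ratios were made by a global normalization that sets their median to 1, that a value is empty where the raw signal is below the background plus 2 SD, and that the lowest mark for a ratio is 2-fold. The first 1212 of the 25392 entries of its data sheet were available here and were not tested. Its sheets of genes higher in both comparisons, lower in both, and higher in C2C12-DF but lower in C2C12-W4-08 give, as the paper's reported values, 238, 277 and 134 genes. The authors' deposited table of signals, scaled to a median ratio of 1, gave 238, 277 and 134 probes at 2-fold in the same order. That table was divided by 1.10 in C2C12-DF and 1.48 in C2C12-W4-08 to reach this scale, and its signals had a Pearson correlation of 0.997 across probes with the scanner values of C2C12-PR.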

Messenger RNAs from C2C12 in proliferating medium (C2C12-PR), C2C12 in differentiation medium (C1C12-DF), and W4-08 in proliferating medium (C2C12-W4-08) were analyzed with the 3D-GeneTM mouse oligo chip 24K (Toray Industries, Inc., Tokyo).

## Figures and Tables

**Figure 1:**
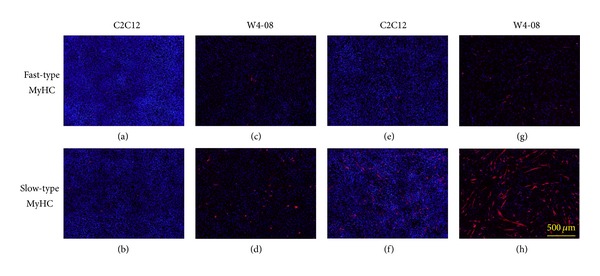
Myosin heavy chain (MyHC) expression in parental C2C12 cells and C2C12-derived cells permanently expressing Wnt4. Parental C2C12 cells (a, b, e, and f) and W4-08 cells (c, d, g, and h) were cultured for 2 days in proliferation medium containing 10% fetal bovine serum (a–d), or in differentiation medium containing 2% horse serum (e–h), and then immunohistochemically stained with anti-MyHC antibodies, followed by counterstaining with DAPI. Spontaneous expression of slow-type MyHC was evident in W4-08 cells in proliferation medium and intensified in differentiation medium, although the proliferation rates were greatly reduced compared to those of the parental C2C12 cells, as observed in the reduced number of nuclei (blue).

**Figure 2:**
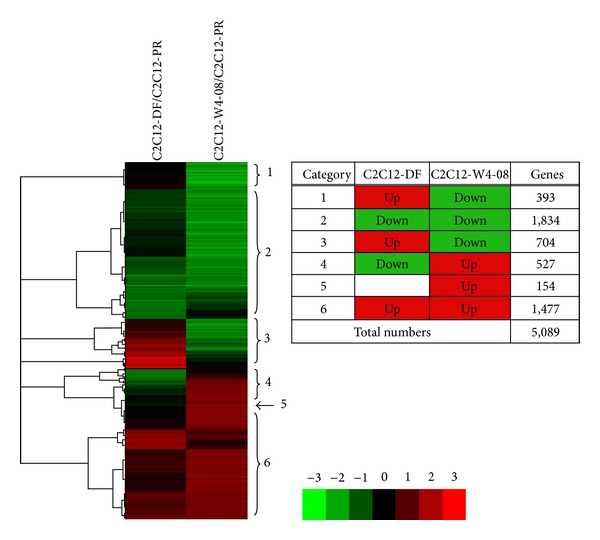
Summary of expression array analysis for C2C12 differentiation and Wnt4 expression. Red and green colors show upregulated and downregulated expression, respectively, with differentiation medium and Wnt4 overexpression. 1477 and 1836 genes were upregulated and downregulated, respectively, in differentiation medium and *Wnt4* overexpression at a twofold magnitude. Refer to original data in supplementary 1 for details.

**Figure 3:**
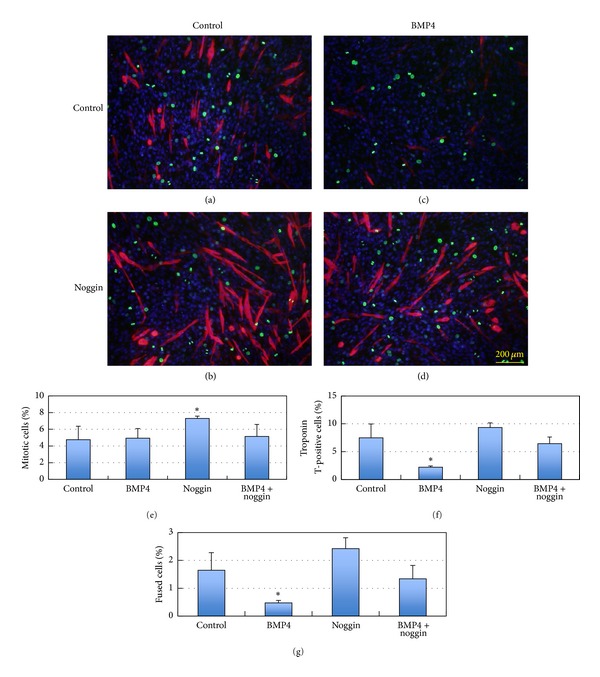
Effect of BMP4 and noggin on the myogenic differentiation of C2C12 cells. (a–d) The recombinant proteins were added to the proliferation medium at final concentrations of 5 ng/mL BMP4 and/or 50 ng/mL noggin and cultured in proliferation medium for 3 days, followed by immunostaining with anti-troponin T antibodies (red) and anti-phosphohistone H3 (Ser10) antibodies (green). BMP4 addition inhibited myogenic differentiation in proliferation medium. The number of cells expressing phosphorylated histone H3 was increased by adding noggin but not BMP4. (a) Control; (b) noggin; (c) BMP4; (d) noggin + BMP4. (e–g) The ratios of phosphohistone H3 (e) and troponin T-positive cells (f) to the total cell number were estimated. The number of multinuclear cells expressing troponin T (g) was also estimated to determine the ratio of fused cells among the total cells. Mean + SD (*n* = 3), *P < 0.05 versus control with Student's *t*-test.

**Figure 4:**
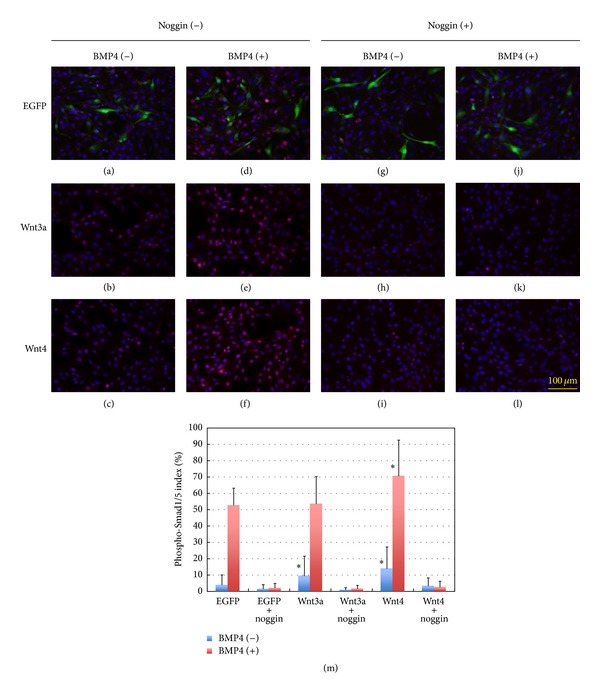
Effects of BMP4 and noggin on phospho-Smad1/5 expression with or without Wnt3a and Wnt4. (a–l) Recombinant adenoviruses were used to express *Wnt3a*, *Wnt4*, or *eGFP* (control) uniformly in C2C12 cells. Cells were infected 48 hours earlier with an MOI of 400, and the recombinant proteins were added as shown in Figure 3 with final concentrations of 5 ng/mL BMP4 and/or 250 ng/mL noggin. Two hours after BMP4 addition, immunostaining for phospho-Smad1/5 was carried out for counting. (a–c) Control; (d–f) BMP4; (g–i) noggin; (j–l) BMP4 + noggin. (m) The ratio of the nuclear phospho-Smad1/5-positive cells to the total cell number was estimated in three independent experiments counted for 6 fields each (mean + SD, *n* = 18, *P < 0.05 with Student's *t*-test).

**Figure 5:**
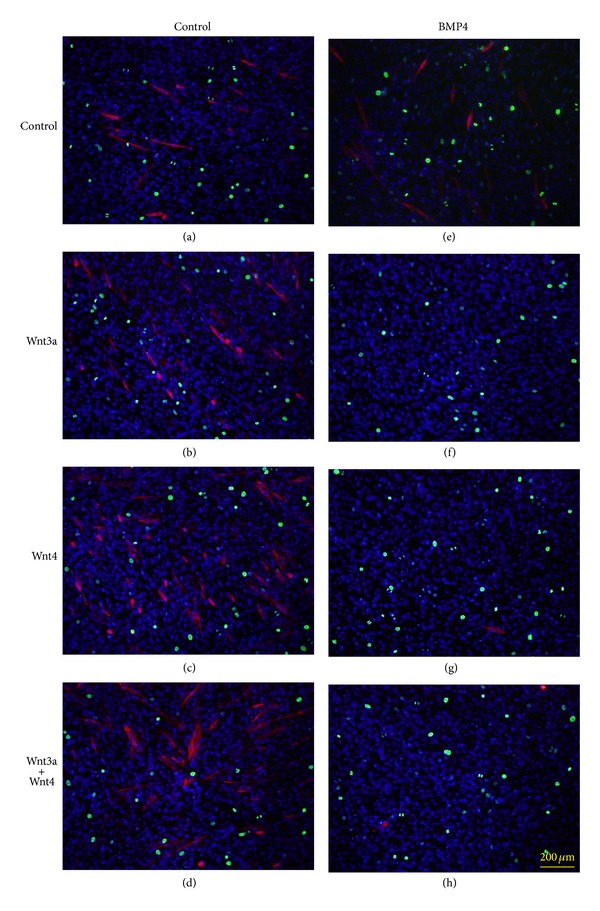
Effect of BMP4 on troponin T expression with or without Wnt3a and Wnt4. (a–h) The recombinant proteins were added as shown in Figure 3 with final concentrations of 125 ng/mL Wnt3a, 250 ng/mL Wnt4, and 5 ng/mL BMP4, alone or in combination as shown in the figure. Immunostaining and cell counting were carried out as described in Figure 3. Addition of BMP4 entirely abolished troponin T expression in the presence or absence of Wnt3a and/or Wnt4. (a) Control; (b) Wnt3a; (c) Wnt4; (d) Wnt3a + Wnt4; (e) BMP4; (f) Wnt3a + BMP4; (g) Wnt4 + BMP4; (h) Wnt3a + Wnt4 + BMP4.

**Figure 6:**
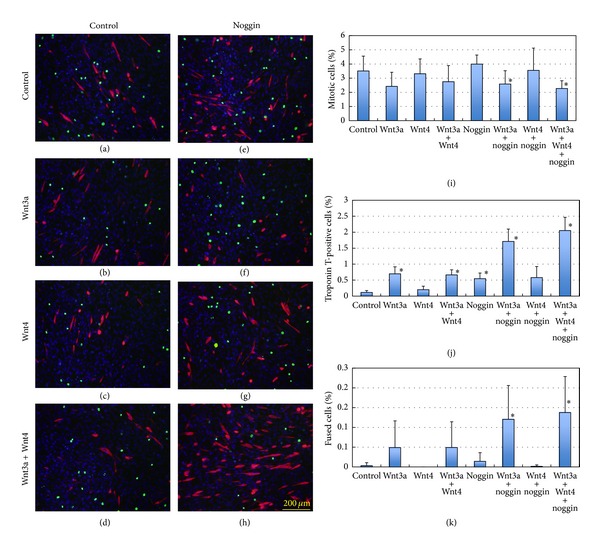
Effect of noggin on troponin T expression with or without Wnt3a and Wnt4. (a–h) The recombinant proteins were added as shown in Figure 3 with final concentrations of 125 ng/mL Wnt3a, 250 ng/mL Wnt4, and 50 ng/mL noggin, alone or in combination as shown in the figure. Immunohistochemical staining and cell counting were carried out as described in Figure 3. Addition of noggin elevated troponin T expression in the presence or absence of Wnt3a and/or Wnt4. (a) Control; (b) Wnt3a; (c) Wnt4; (d) Wnt3a + Wnt4; (e) noggin; (f) Wnt3a + noggin; (g) Wnt4 + noggin; (h) Wnt3a + Wnt4 + noggin. (i–k) The ratios of phosphohistone H3 (i) and troponin T-positive cells (j) to the total cell number were counted. Multinuclear cells expressing troponin T (k) were also estimated to determine the ratio of fused cells to the total cell number. Mean + SD (*n* = 6), *P < 0.01 versus control with Student's *t*-test.

**Figure 7:**
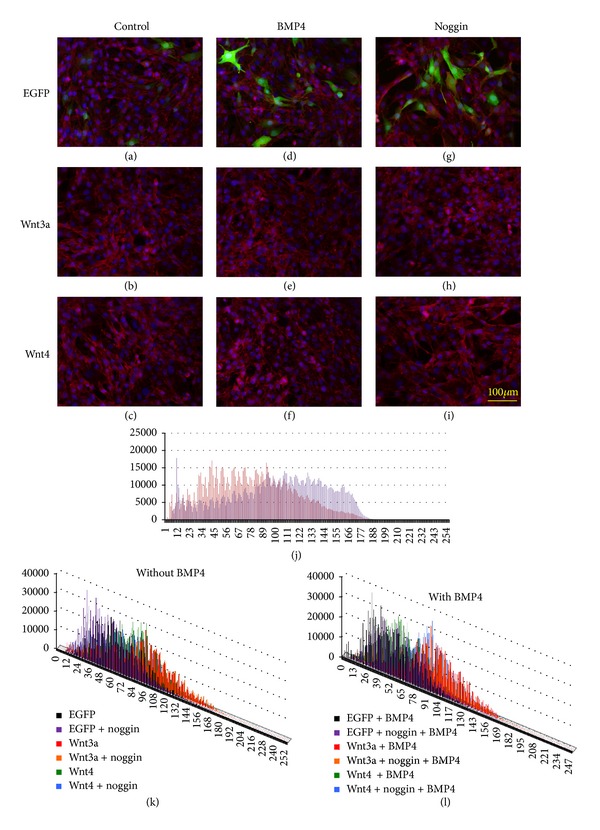
Effects of BMP4 and noggin on β-catenin localization with or without Wnt3a and Wnt4. (a–i) Recombinant adenoviruses were used to express *Wnt3a*, *Wnt4*, or *eGFP* (control) uniformly in C2C12 cells. Cells were infected 48 hours earlier with an MOI of 400, and the recombinant proteins were added as shown in Figure 3 with final concentrations of 5 ng/mL BMP4 and/or 250 ng/mL noggin. Two hours after BMP4 addition, immunostaining for β-catenin was carried out for counting. (j) Comparison of the β-catenin signals after adenovirus-mediated expression of *Wnt3a* and *eGFP*, after pixel intensity analysis for immunohistochemical signals with BZ-II Analyzer, shown in abscissa for signal intensity and ordinate for frequency. Wnt3a intensified signals to a higher level. (k and l) Comparison of the β-catenin signals after adenovirus-mediated expression of *Wnt3a*, *Wnt4,* and *eGFP*, in the presence or absence of BMP4 and/or noggin. Immunostaining for β-catenin was analyzed by digitizing the signals with BZ-II Analyzer for comparison. Typical results are shown. (k) Without BMP4; (l) with BMP4.

How the deposited data were processed for this re-analysis (not part of the article)

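Total RNA of C2C12 cells was measured on 3 one-colour mouse oligonucleotide arrays of 25392 spots, 1 array for each of C2C12-PR, C2C12-DF and C2C12-W4-08. The sample labels, the methods and the notes of Supplementary 1 gave the condition of each array, and nothing was pooled. The scanner intensities were deposited by the authors as read from each array, with the median and mean of each spot and of the local background around it and with no subtraction or scaling. The authors' deposited table of signals holds the same arrays after background subtraction and scaling, empty where a probe was not detected. Each of its columns had a median of 25.0, and it gave a value for 19472 probes in C2C12-PR, 20374 in C2C12-DF and 22669 in C2C12-W4-08. Set against the scanner values, it was on a linear scale with no centring across arrays, and each column runs in the direction of its array's brightness, whereas the exact spot summary and background behind it stay unknown.

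From the scanner files, the spot median was taken, the mean of the blank spots was subtracted, and a probe was not detected below the blank mean plus 2 SD. That the blank spots are the background was found by comparing the scanner values with the deposited table. The arrays were scaled to a median ratio of 1 to C2C12-PR, as the notes of Supplementary 1 describe, and C2C12-PR was set to a median of 25. Control spots were left out and saturated spots were kept, of which there were 1 in C2C12-PR, 1 in C2C12-DF and 0 in C2C12-W4-08. The local background had a median of 18, 20 and 9 scanner units on these arrays, and 1 scanner unit corresponds to 0.413, 0.457 and 0.431 of normalized signal, which limits the ratios of dim probes. Of 23473 probes, 18555 had a gene name in the files and 4918 had none. The names numbered 18356, of which 186 had more than 1 probe, and 16809 matched a gene table of the assembly GRCm38.p6, which was used for names only. A gene with several probes entered its lists by the probe with the highest mean signal over the arrays.

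The size rule, the 30 gene lists with 670 genes, the rule for named genes and most of the alternatives were fixed before the array files were examined, when some values in the first rows of Supplementary 1 had been seen. The rule names every gene that the paper names for the arrays, the 10 probes with the largest and the smallest ratios of each comparison among those with a gene name, detected on both arrays, and with a signal of at least 100 on 1 of them, the same number of probes for each joint direction, and up to 4 members of each list in its main direction and 2 in the other. Some genes that this rule would name are not reported here. A total of 37 list genes had no probe. The median of each list was placed among 10000 random lists of the same size matched on brightness, as a description of these arrays. With 1 array per condition there is no estimate of error, and no p-value was computed. Unchanged arrays that share C2C12-PR were simulated with the spread of 3 controls of 24 spots each, with the spread of the blank spots added, and with the whole spread of the ratios.

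The fixed alternatives were quantile normalization, scaling to the 75th percentile, an intensity-dependent loess, a normexp correction that subtracts the local background of each spot and adds an offset of 50, no detection rule, minimum signals of 20 and 100, the deposited table scaled to a median ratio of 1, each gene name counted once, the mean over a gene's probes, thresholds of 1.5-fold and 4-fold, and looser rules for the joint counts. With no detection rule, undetected signals stood at the lowest detected one of their array. Centring of each of the 48 print blocks, the local background, the deposited table without scaling, and the deposited table together with a looser joint rule were added after the data had been seen. Loess and normexp values came from limma 3.58.1 in R 4.3.3, and the other values from Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. The steps were tested on simulated data, where of probes changed 3-fold and detected on both arrays 59 of 62 passed 2-fold for C2C12-DF and 58 of 64 for C2C12-W4-08. Of probes changed 8-fold, 62 of 63 and 52 of 53 did so, and of unchanged probes 174 of 16306 and 169 of 15498. Each simulated comparison ran on 23473 probes. No genome was used, so no coordinates are given, and the data sheet of Supplementary 1, held here only in part, was not tested.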

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

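Among the tests of this part, those of array position and of the separate array order for the heat shock genes, and the local background, block centring and unscaled table that enter the ranges, were chosen after the result was seen. Each gene group here is one the paper does not discuss for the arrays, and its median log2 ratio to C2C12-PR lay within the lowest or the highest 0.5% of the random lists. In simulated data for C2C12-W4-08, 11 of 1000 lists of 30 genes without a shift did so (1.1%), and other list sizes and C2C12-DF were not simulated. Those lists were drawn at random, so a share of about this size follows from the 0.5% limits. The simulated ratios held no effect of position and no genes that move together. The share therefore does not measure how often real lists would pass without an effect. Each median is followed by its range over the settings run. The 11 ranges hold 1 sign each, but several come close to 0, mostly after normexp or in the deposited table without scaling, so the size of these shifts depends on the setting.

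In C2C12-DF, genes of cell cycle exit had a median of 0.90 (0.25 to 0.95), with 5 of 15 at least 2-fold higher and 1 lower, among them the cyclin-dependent kinase inhibitor genes Cdkn1b at 1.82 and Cdkn1a at 1.64. Genes of the extracellular matrix had a median of 0.55 (0.25 to 0.86), with 15 of 42 higher and 1 lower, where the collagen gene Col6a1 was at 2.53 and the tenascin gene Tnc at -1.31. IGF pathway genes had a median of 0.50 (0.081 to 0.72), with 4 of 15 higher and 1 lower, and the growth factor genes Igf2 and Igf1 were at 2.83 and 2.65. The lower one, Irs1, turns to 0.057 after normexp. The BMP/Smad1/5 target genes had a median of -0.56 (-1.58 to -0.24), as given beside the Bmp4 values, and with each print block centred it stood at percentile 0.540, outside the limit of 0.5%. Neural markers had a median of -0.56 (-0.59 to -0.12), with 3 of 10 lower and none higher, among them Nef3, the gene of the medium neurofilament protein, at -2.36 and Nefl, which the paper names.

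In C2C12-W4-08, the neural markers had a median of -1.21 (-1.44 to -0.19), with 5 of 10 lower and none higher, and the tubulin gene Tubb3 was at -3.20. Genes of the extracellular matrix had a median of -0.85 (-1.16 to -0.30), with 18 of 43 lower and 5 higher. The collagen gene Col1a1 was at -4.26, lumican, Lum, at -3.61, from the lowest detected signal of that array, and Thbs2 at -2.33, whereas Postn, Nov, Dcn and Ogn were among the higher ones. Notch pathway genes had a median of -0.75 (-0.95 to -0.096), with 6 of 16 lower and none higher, among them the receptor gene Notch1 at -2.98 and its target Hey1 at -2.55, and Notch3, which turns to 0.10 after normexp. Smooth muscle and serum response factor genes had a median of -0.61 (-0.84 to -0.0048), with 4 of 14 lower and none higher, among them Tpm4 at -1.46 and Flna at -1.43. Macrophage and leukocyte markers had a median of 0.75 (0.24 to 1.29), with 3 of 8 higher, the lysosomal gene Cd68 at 2.13, Laptm5 at 1.73 and Cd14 at 1.33, and 1 lower. The lower one, Ptprc, gives no direction, because its -1.97 is the ratio of the lowest detected signals of the 2 arrays and turns to 0.051 after normexp.

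Heat shock and unfolded protein response genes had a median of 0.96 (0.14 to 1.47) in C2C12-W4-08, with 8 of 16 at least 2-fold higher and 1 lower. Among the higher ones were Trib3 at 2.97, Ddit3 at 2.81 and Chac1 at 1.91, named for their size and not as a group of their own. The chaperone genes went both ways, with Hspa5 at 1.49, Hsp90b1 at 1.18, Hsp90aa1 at 0.58 and Dnajb1 at 0.33, but Hspb1 at -1.01 and Hspa8 at -0.96. A trend of the ratio with brightness was argued against as the whole cause, because the median was 0.97 after loess, 101% of that before, and 95% of resampled gene sets lay between 82.2% and 108%. Position on the array was argued against as the whole cause. The print blocks that hold these genes had medians around 0.27 (0.062 to 0.35 in 95% of resampled gene sets), and no block of the array lay above 0.50. With each block centred the list median was 0.78, 80.6% of that before and above every random list, although resampled gene sets left that share anywhere from -3.66% to 136%, so a part played by position stays open. The separate order and scan cannot be told apart from the condition, because the number of other conditions on an array of that order was 0. The expression of Wnt4, which the design names, and the cloning and selection of this line also stay open and were not tested. After normexp the median was 0.14, and the cause of that fall was not tested.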

How the results depend on the processing

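Block centring, the local background, the deposited table without scaling and the deposited table with the looser joint rule were chosen after the data had been seen, and the other settings were planned. No paired analysis was possible because each condition has 1 array and no test was made. Of the values for gene lists, 626 moved by less than 1.5-fold under an alternative and 24 by more. Of those for named genes, 5898 did not move by that much, 579 moved without a 2-fold ratio turning its sign and 22 turned it. Of the counts, the Bmp4 ratios and the correlation of the comparisons, 87 stayed within 1.5-fold and 66 did not, and the correlation ran from 0.17 to 0.30. Quantile normalization, scaling to the 75th percentile, loess and block centring moved none of the counts and list medians by over 1.5-fold, and each gene name once, run for the counts alone, moved none of those. The Bmp4 ratio was positive under every setting run for both conditions. Lists with under 5 members compared, such as the endothelial markers, and genes a setting left out gave no value. Signal over background limits the dim probes most, since the median signal of C2C12-PR is 25 and most joint probes are lost at a minimum signal of 20.

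The main counts were 782 probes higher and 722 lower in C2C12-DF, 1426 and 1843 in C2C12-W4-08, and 191 higher in both, 181 lower in both, 117 higher in C2C12-DF and lower in C2C12-W4-08, and 26 the reverse. At a 1.5-fold threshold they were 2182 higher and 2171 lower in C2C12-DF, 3502 and 3646 in C2C12-W4-08, and 857, 809, 390 and 233 in the joint groups. At 4-fold they were 151 higher and 40 lower in C2C12-DF, 136 and 388 in C2C12-W4-08, and 7, 14, 6 and 1 in the joint groups. With a signal of at least 20 on both arrays they were 304 higher and 311 lower in C2C12-DF, 473 and 493 in C2C12-W4-08, and 29, 54, 37 and 8 in the joint groups. With a signal of at least 100 on 1 of the arrays they were 252 higher and 208 lower in C2C12-DF, 317 and 361 in C2C12-W4-08, and 18, 41, 23 and 6 in the joint groups, and the median of the myoblast adhesion and fusion genes was -1.14 in C2C12-W4-08, of cell cycle exit 0.36 and of the IGF pathway -1.47 there, and of the BMP/Smad1/5 targets -1.58 in C2C12-DF. These thresholds and minimums move the counts by their construction. With 2-fold in 1 comparison and the joint direction alone in the other, the joint groups held 1282, 1301, 773 and 537 probes in the same order, with the direction alone 4904, 4686, 3037 and 3242, and with the looser rule applied to the deposited signals 1614, 1762, 862 and 575. The deposited table scaled to a median ratio of 1 gave 277 lower in both, and the cause was not tested. Without the detection rule 5627 were lower in C2C12-W4-08 and the median of the sarcomere genes was 3.04 in C2C12-DF, where undetected signals stand at the lowest detected one.

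The deposited table without scaling, whose median probe lies above 0, gave 1269 higher in C2C12-DF, 5364 higher and 941 lower in C2C12-W4-08, and 573, 106, 74 and 60 in the joint groups, with the Bmp4 ratio at 2.58 in C2C12-W4-08. There the C2C12-W4-08 medians were 0.32 for muscle excitation, 0.12 for adhesion and fusion, 0.21 for BMP antagonists, -0.033 for chondrocyte, 1.48 for adipocyte and -0.0048 for smooth muscle markers, 0.74 for Wnt targets, -0.12 for the Notch and 0.35 for the IGF pathway, 0.36 for immediate early and 0.63 for interferon-stimulated genes. With the local background 1276 were lower in C2C12-DF, 331 lower in both and 52 lower in C2C12-DF and higher in C2C12-W4-08, and the median of BMP antagonists was 0.23 in C2C12-W4-08. The log2 ratios that turned with it were Cdc45l 0.10, Fzd4 0.57 and Psmb8 -0.47 in C2C12-DF and 2010107H07Rik -0.63, Cdc45l 0.31, Cdc6 1.02 and Twsg1 0.22 in C2C12-W4-08, and the cause was not tested.

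Normexp, which subtracts the local background of each spot and adds an offset of 50, gave 194 higher and 384 lower in C2C12-DF, 169 and 737 in C2C12-W4-08, and 13 higher in both, 16 higher in C2C12-DF and lower in C2C12-W4-08 and 3 the reverse. Bmp4 was at 1.02 in C2C12-DF and 0.55 in C2C12-W4-08. The C2C12-DF medians were 2.46 for the sarcomere and 0.25 for cell cycle exit, and the C2C12-W4-08 medians -0.16 for myogenic factors, -0.079 for chondrocyte and -0.19 for neural markers, -0.096 for the Notch pathway and 0.14 for heat shock genes. The log2 ratios that turned were Fzd4 0.21 and Irs1 0.057 in C2C12-DF and 2010107H07Rik -0.48, Bmp8b 0.15, Cacna1s 0.14, Cd83 0.0031, Cdc6 0.43, Ifit3 0.10, Lef1 0.022, Notch3 0.10, Pax7 0.094, Ptprc 0.051, Smad9 0.071, Tgfbr1 0.0050 and Wnt10a 0.12 in C2C12-W4-08. Adding the same offset to both signals of a pair pulls the ratios of dim probes toward 0 by construction. Any further cause of these values under normexp, as of the turned signs, was not tested.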

Differences from the paper's values

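Block centring, the local background, the deposited table without scaling and the deposited table with the looser joint rule were chosen after the values were seen. The other settings of this part were set before the array data were examined, when some values in the first rows of Supplementary 1 had been seen. The paper reports 1477 genes upregulated in both C2C12-DF and C2C12-W4-08, where 191 probes were at least 2-fold higher in both. It reports 1834 genes downregulated in both in its text and 1836 in the legend of Figure 2, where 181 probes were at least 2-fold lower in both. The legend names a magnitude of 2-fold and no joint rule. The sheets of Supplementary 1 list 238 genes higher in both and 277 lower in both, so the paper's own lists are also shorter than its text gives. With 2-fold required in both comparisons, the scaled deposited table gave 238 and 277 probes. Of the alternatives set before the data were examined, a ratio of 2-fold in 1 comparison with the joint direction alone in the other came within 1.5-fold of these values, at 1282 and 1301. Quantile normalization, scaling to the 75th percentile, loess, normexp, no detection rule, both minimum signals, the scaled deposited table, each gene name once, the 1.5-fold and 4-fold thresholds and the direction alone did not. The looser rule on the deposited table, which was chosen after seeing the values, gave 1614 and 1762 and dropped 0 of the 11 upregulated and 0 of the 13 downregulated genes the paper names. That table keeps all of these genes with 2-fold in both comparisons as well. The looser rule therefore could not drop any, and the named genes do not bear on which rule the paper used. Supplementary 1 lists, as the paper's value, 277 genes lower in both, against 181 here. Of the alternatives set before the data were examined, the scaled deposited table gave 277, no detection rule 225, quantile normalization 208 and loess 187, all within 1.5-fold, whereas scaling to the 75th percentile, normexp, both minimum signals, each gene name once, the other thresholds and both looser joint rules did not. The local background, chosen after seeing the values, gave 331 and dropped 6 of the 13 downregulated genes the paper names.

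Among genes the paper names as elevated after Wnt4 overexpression, Bmp4 and Myf5 were higher in C2C12-W4-08, but Myod1 was lower, at -1.47, with a range of -1.89 to -0.95 over the settings run. Myf6, or mrf4, was at 0.066, near the lowest detectable signal, and reached at most 0.79 over the settings run. The paper states that target genes of differentiation increased after both treatments, and of the sarcomere and contractile genes 22 of 27 were 2-fold higher in C2C12-DF and 0 of 27 in C2C12-W4-08. The paper's staining shows slow-type myosin heavy chain protein in W4-08 cells in proliferation medium, which RNA of the whole culture does not measure. The myosin gene Myh7 was not detected in C2C12-PR and had a signal of 2.42 in C2C12-W4-08, so it gave no ratio. The upregulation of myogenin in C2C12-DF was also found here. Of the genes the paper names as changed in both, 8 of 11 upregulated and 10 of 13 downregulated genes passed 2-fold in both comparisons with a ratio on each side. The upregulated Wnt4, Il2ra and Cox6a2 were not detected in C2C12-PR, and the bounds for Wnt4 and Il2ra in C2C12-DF, 1.70-fold and 1.53-fold, fell short of 2-fold. The downregulated Prkch and Ntsr2 were not detected in C2C12-DF, with bounds of 1.86-fold and 1.33-fold, and Cd83 was at -0.88 there. The scaled deposited table, set before the data were examined, has these genes past 2-fold in C2C12-DF, at log2 ratios of 1.25 for Wnt4, 1.46 for Il2ra, 3.46 for Cox6a2, -2.12 for Prkch, -1.18 for Ntsr2 and -1.34 for Cd83, and it keeps 11 of 11 and 13 of 13 named genes. The deposited table without scaling, chosen after seeing the values, dropped 0 and 0 of them.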

Other observations

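The test with block centring, and the local background and unscaled table that enter the ranges below, were chosen only after the result was seen. Counts below are of genes at least 2-fold higher or lower against C2C12-PR. Each median log2 ratio is followed by its range over the settings run, so that a range with both signs gives no direction that holds in every setting. The unscaled table has its median probe at 0.57 in C2C12-W4-08, which raises the upper ends there. Without that table, immediate early (-0.58 to -0.015), IGF pathway (-1.47 to -0.12) and reference genes (-0.58 to -0.14) keep a single sign in C2C12-W4-08. Heat shock genes in C2C12-DF (-0.43 to -0.049) do so as well. Of each pair of values, that of C2C12-DF stands first and that of C2C12-W4-08 follows. Wnt ligands, of which Wnt4 gave only bounds, had 0 higher and 0 lower of 10 (median -0.032, from -0.16 to 0.25) and 0 higher and 2 lower of 11 (median -0.46, from -0.58 to 0.098), and in C2C12-W4-08 Wnt10a was at -3.00, but 0.12 after normexp, and Wnt7b at -2.17, from the lowest detected signal of that array. Wnt receptors and antagonists had 2 higher and 2 lower of 19 (median -0.16, from -0.19 to 0.12) and 1 higher and 1 lower of 19 (median -0.050, from -0.19 to 0.43), and the receptor genes Fzd1 and Ror1 were at 1.62 and -1.92 in C2C12-DF and 1.51 and -1.88 in C2C12-W4-08, with Ror1 at the lowest detected signal of C2C12-DF. The other lower one there, Fzd4, turns to 0.21 after normexp. Target genes of Wnt/β-catenin signaling had 0 higher and 1 lower of 10 (median -0.012, from -0.059 to 0.080) and 1 higher and 1 lower of 11 (median 0.064, from 0.014 to 0.74), with Rnf43 at 1.60 and Lef1 at -1.19 in C2C12-W4-08, the latter turning to 0.022 after normexp. In each condition 1 more of these targets was 2-fold higher and 1 more 2-fold lower as bounds. Osteoblast markers had 0 higher and 1 lower of 10 (median 0.041, from -0.24 to 0.076) and 1 higher and 3 lower of 11 (median -0.11, from -0.21 to 0.42), with the alkaline phosphatase gene Akp2 at 1.30, from the lowest detected signal of C2C12-PR, and osteopontin, Spp1, at -1.21 in C2C12-W4-08. Sost was 2-fold lower in C2C12-W4-08 as a bound, but from a C2C12-PR signal of 3.55, near the lowest detected there, so it gives no direction. Chondrocyte markers had 0 higher and 1 lower of 5 (median -0.33, from -0.35 to -0.036) and 0 higher and 0 lower of 6 (median -0.70, from -0.77 to -0.033), with Sox9 at -1.02 in C2C12-DF. The collagen gene Col2a1, not detected in C2C12-PR, was at least 1.34 and 1.30 as bounds. With bounds included the medians were -0.21 and -0.17. Adipocyte markers had 0 higher and 2 lower of 7 (median -0.15, from -0.22 to 0.0043) and 2 higher and 0 lower of 8 (median 0.56, from -0.0077 to 1.48), with Pparg at -1.45 and 0.99. Fabp4, not detected in C2C12-PR, was at least 2.28 in C2C12-W4-08 as a bound. Of endothelial markers, Flt1 alone was compared in C2C12-DF, at -1.48, and the 4 compared in C2C12-W4-08 had a median of -0.57 with none past 2-fold. Kdr, not detected in C2C12-PR, was at least 1.84 in C2C12-W4-08 as a bound. With bounds included the median there was 0.066, so it gives no direction.

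In C2C12-DF, macrophage and leukocyte markers had 0 higher and 0 lower of 7 (median -0.11, from -0.21 to 0.078), smooth muscle genes 2 higher and 1 lower of 14 (median -0.039, from -0.14 to 0.14), Notch pathway genes 2 higher and 2 lower of 16 (median -0.20, from -0.26 to 0.19) and heat shock genes 0 higher and 2 lower of 16 (median -0.093, from -0.43 to 0.056). In C2C12-W4-08, genes of cell cycle exit had 2 higher and 4 lower of 15 (median -0.33, from -0.36 to 0.36), with Cdkn1b at 1.40 and Ccnd3 at -1.38, and the IGF pathway had 2 higher and 6 lower of 15 (median -0.24, from -1.47 to 0.35), with the binding protein gene Igfbp3 at -4.01. Immediate early genes had 1 higher and 3 lower of 18 in C2C12-DF (median 0.068, from -0.026 to 0.18) and 1 higher and 2 lower of 19 in C2C12-W4-08 (median -0.28, from -0.58 to 0.36), with Fosl1 at -2.36 in C2C12-DF and Egr1 at -1.92 in C2C12-W4-08. Genes of cholesterol synthesis had 2 higher and 0 lower of 19 (median 0.12, from -0.15 to 0.19) and 2 higher and 3 lower of 19 (median -0.035, from -0.13 to 0.46). Interferon-stimulated genes had 2 higher and 0 lower of 17 (median 0.23, from 0.019 to 0.53) and 0 higher and 6 lower of 17 (median -0.069, from -0.40 to 0.63), with Mx1 at -1.59 in C2C12-W4-08, whereas Psmb8 turns to -0.47 in C2C12-DF with the local background and Ifit3 to 0.10 in C2C12-W4-08 after normexp. In C2C12-DF 1 more of them was 2-fold higher as a bound. Ribosomal protein genes had 1 higher and 1 lower of 24 (median 0.20, from -0.031 to 0.31) and 1 higher and 1 lower of 24 (median 0.058, from -0.17 to 0.52). Genes often used as references had 0 higher and 2 lower of 15 (median 0.012, from -0.42 to 0.10) and 1 higher and 2 lower of 15 (median -0.42, from -0.58 to 0.095), and Gapdh was at 1.46 and Actb at -1.03 in C2C12-W4-08. Among probes with a gene name, detected on both arrays, and with a signal of at least 100 on 1 of them, the largest C2C12-W4-08 ratios after that of Kif7 included Car6 at 4.21, Trem1 at 3.51 and the amino acid transporter gene Slc3a2 at 2.92, and the smallest included Ptov1 at -7.80, Emp3 at -5.22 and Paip1 at -4.98. By the same limits the smallest C2C12-DF ratios included the chromatin protein genes Hmga1 and Hmga2, at -2.82 and -2.48, and Bcat1 at -2.56.

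The ratio of C2C12-W4-08 to C2C12-PR varied with position, as the medians of the print blocks spanned 1.27 on the log2 scale, where the widest of 1000 shuffles of the blocks spanned 0.326. Probes of like brightness placed together were argued against, because the span after loess was 92.9% of that before. Uneven hybridization or scanning is consistent with the control spots, whose ratios followed the medians of their blocks with a median Pearson correlation of 0.840 over the 3 controls (0.556 to 0.925), across spots that are not replicates. After scaling, the mean log2 ratios of these controls were 1.09, -0.58 and -0.78 in C2C12-W4-08, against 0.24, 0.095 and 0.14 in C2C12-DF. The controls thus differed from C2C12-PR in both directions in C2C12-W4-08, which limits the reading of its ratios near 2-fold, and the cause was not tested. No biological explanation was tested.

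More probes were 2-fold higher or lower in both comparisons than independent lists would share, at 191 against 68.4 and 181 against 68.6. Position was argued against as the whole cause, because with each print block centred the counts were 135 against 48.1 and 141 against 56.9, the smaller ratio being 2.48. Noise of the shared C2C12-PR array stays open, since the spread of the control spots gave 0% of the observed counts, but these spots are mostly bright and leave out the noise of dim probes. Adding the spread of the blank spots gave at most 24 higher and 32 lower in both. Taking the whole spread of the ratios as normal noise gave 327 and 327 on average, more than observed. The real ratios need not follow a normal curve, so the latter counts cannot be set directly against those observed. A response shared by low serum and the Wnt4-expressing line may also add to these counts, and it was not tested apart from the shared array.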
